# Dissecting hypertonicity‐ and NFAT5‐dependent gene expression programs in mpkCCD cells

**DOI:** 10.14814/phy2.70976

**Published:** 2026-06-19

**Authors:** Kristina Engel, Dmitry Chernyakov, Moritz Pernecker, Shobika Karuppusamy, Timm Schreiber, Bayram Edemir

**Keywords:** hypertonicity, mpkCCD, NFAT5

## Abstract

The corticomedullary osmotic gradient between renal cortex and medulla induces a specific spatial gene expression pattern. The factors controlling these differences have not been fully addressed. A hypertonic environment leads to the activation of nuclear factor of activated T‐cells 5 (NFAT5), which regulates the expression of osmoprotective genes. While NFAT5 function under hypertonic conditions has been extensively studied, its contribution to basal gene regulation remains unclear. We used murine principal kidney cortical collecting duct (mpkCCD) cells, induced functional deletion of NFAT5, and performed gene expression profiling to identify genes that are differentially expressed under isotonic and hypertonic cell culture conditions. Hypertonic stress induced extensive transcriptional changes in control cells, which were markedly altered in NFAT5‐deficient cells. Furthermore, a comparison of the mpkCCD transcriptomes with gene expression profiles from the renal cortex and inner medulla of control and principal cell‐specific NFAT5 knockout mice revealed a partial overlap in hypertonicity‐associated and NFAT5‐dependent gene expression patterns. In both conditions, the expression of known NFAT5 target genes, like *Aqp2* and *Ranbp3l,* was downregulated. These findings support the use of mpkCCD cells as a complementary model for studying NFAT5‐associated gene regulation under controlled in vitro conditions.

## 1 INTRODUCTION

Urine‐concentration by the mammalian kidney requires the generation of an interstitial osmotic gradient to provide the driving force for water absorption from the renal collecting ducts (CD) (Sands & Layton, 2009). This osmotic gradient is generated by the active transepithelial reabsorption of NaCl (Dantzler et al., 2014; Fenton & Knepper, 2007; Pannabecker et al., 2004; Sands & Layton, 2014). Urine osmolality and the osmolality of the inner medulla (IM) interstitium can reach up to 1200 mosmol/kg in humans and around 4000 mosmol/kg in mice (Fenton & Knepper, 2007; Sands & Layton, 2014). The cells in the IM are challenged by a hypertonic environment due to the high basolateral NaCl and urea concentrations. However, for the majority of cells, hypertonic stress can cause DNA damage and induce cell death (Burg et al., 2007), but the cells have developed mechanisms to adapt and maintain their function. For example, cells accumulate compatible organic osmolytes such as taurine, myo‐inositol, betaine, and sorbitol. This accumulation is mediated by the actions of the myo‐inositol transporter (SMIT or *SLC5A3*) (Miyakawa et al., 1999), the sodium coupled betaine transporter (BGT1 or *SLC6A12*) (Ito et al., 2004; Miyakawa et al., 1998), the sodium coupled taurine transporter (TauT or *SLC6A12*) (Ito et al., 2004) or via enzymes such as aldose reductase (AR) (Grunewald et al., 1998). Hypertonicity also induces the expression of heat shock protein 70 (*HSP70*) (Aramburu et al., 2006; Burg et al., 2007; Jeon et al., 2006), which protects cells from undergoing apoptosis (Woo et al., 2002).

The central regulator for most of these hypertonicity‐induced processes is the nuclear factor of activated T cells 5 (NFAT5, also known as tonicity‐responsive enhancer‐binding factor TonEBP). This transcription factor is activated under hypertonic conditions, translocates into the nucleus, and induces the expression of genes that are involved in the accumulation of organic osmolytes, the expression of *HSP70*, different urea transporters, and the water channel aquaporin‐2 (AQP2) (Fenton et al., 2002; Hasler et al., 2006; Nakayama et al., 2000).

In contrast, the unique hypertonic environment controls the expression levels of cell‐ and segment‐specific genes. In primary cultivated inner medullary collecting duct (IMCD) cells, the hypertonicity of the cell culture medium induced the expression of genes like aquaporin‐2 (*Aqp2*), the ran binding protein 3 like *(Ranbp3l)*, and many others (Schulze Blasum et al., 2016). Gene expression analysis has demonstrated that genes induced by hypertonicity in cultured IMCD cells are preferentially expressed in nephron segments that are physiologically exposed to a hypertonic interstitium (Chen et al., 2021; Lee et al., 2015), indicating a link between extracellular osmolality and segment‐specific gene expression. Analysis of single cell gene expression (scSeq) from mouse kidneys showed that the expression levels of genes such as *Aqp2* or *Ranbp3l* are highest in cells that are localized in the inner medullary segments (Ransick et al., 2019). These studies show that the hypertonic environment is not only the driving force for generating a concentrated urine but also controls the segment specific gene expression.

Although NFAT5 actions are known to be induced by hypertonicity in the kidney, it is unclear whether it plays a role independently of hypertonic challenge and a systematic analysis of NFAT5 mediated gene expression in the kidney or renal cell lines is missing. One possible explanation for this is that global NFAT5‐deficient mice show high mortality due to impaired kidney and heart development (López‐Rodríguez et al., 2004; Mak et al., 2011).

In this study, we aimed to test the hypothesis that not only the cellular origin but also the environmental hypertonicity can modulate spatial gene expression in the kidney and test the impact of NFAT5 on this gene expression pattern.

We used RNA‐seq to assess gene expression profiles in mpkCCD cells with CRISPR/Cas9 mediated deletion of NFAT5 in the same cells (*Nfat5*‐KO). We used this cell line because it originates from the principal cells of the collecting duct and we have principal cells in the renal cortex (isotonic) and renal inner medulla (hypertonic). The results show that hypertonic cultivation of cells originated from renal cortex induces a gene expression profile that correlates with cells that are localized in the inner medulla. And this study represents the first analysis of NFAT5 mediated gene expression analysis in mpkCCD cells and shows the importance of NFAT5 under both hypertonic and isotonic cell culture conditions.

## 2 RESULTS

### 2.1 Loss of NFAT5 affects gene expression under isotonic cell culture conditions

To assess NFAT5‐dependent gene regulation under basal conditions, we compared the gene expression profiles of *Nfat5*‐KO and Scr cells under isotonic culture conditions. We used CRISPR/Cas9 induced NFAT5 knockout (*Nfat5*‐KO) and scramble guide RNA generated control mpkCCD cells (Scr) as described previously (Chernyakov et al., 2021). *Nfat5*‐KO and Scr cells were cultivated either at 300 mosmol/kg (isotonic) or 600 mosmol/kg (hypertonic) cell culture conditions for 5 days. 

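RNA-seq libraries of 12 cultures of mpkCCD cells, a mouse cell line derived from principal cells of the collecting duct, were sequenced. Nfat5-KO_300 and Nfat5-KO_600 each had 4 libraries, drawn from 2 knockout clones (N1 and N3), and Scr_300 and Scr_600 each had 2 libraries. Hypertonic medium (600 mosmol/kg) was made with 100 mM NaCl and 100 mM urea, and the culture lasted 5 days. The authors mapped the paired-end reads to GRCm38 with HISAT2, counted reads per gene with HTSeq and calculated RPKM. The values they deposited hold 1 FPKM value per gene for each of the 4 groups and no value per library. FPKM summed to 251998 in Nfat5-KO_300, 212963 in Nfat5-KO_600, 254885 in Scr_300 and 232921 in Scr_600. These sums are not reads, and the number of reads per library is unknown. Over 1582 genes of File S1, the log2 ratio of the deposited columns and the log2 ratio of the arithmetic means of the paper's normalized counts per library had a correlation of 0.99999, so that each group value stands for the mean of its libraries and a single library can raise it. In the paper's tables the normalized counts of a library are whole reads divided by 1 factor, and the factor of the deepest library was 1.24 times that of the shallowest in File S5. After rows that share a symbol were removed, 52015 genes were used. Differences between groups are log2 ratios of FPKM + 0.1, which understate the change of low genes, over genes with at least 0.5 FPKM in at least 1 of the 2 groups compared. With 1 value per group these differences have no replicate check, and no SD between replicates, p-value or call was calculated from them. A log2 ratio is given for a single gene only where both groups had at least 0.1 FPKM.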

Total RNA was isolated and processed for RNA‐seq. 

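Across the 13414 genes with at least 0.5 FPKM in a group, Pearson's r of log2(FPKM + 0.1) was 0.976 between Nfat5-KO_300 and Scr_300 and 0.960 between Nfat5-KO_600 and Scr_600. Between the osmolalities it was 0.959 in Scr cells and 0.955 in Nfat5-KO cells. The pairs that differed in both genotype and osmolality had an r of 0.943 each. These correlations are across genes, which are not independent replicates. The deposited values are those of whole groups, so they give no spread between biological replicates, and the principal components of the libraries were not analysed here. The paper's tables give normalized counts per library for part of the genes, selected by p. The part of File S2 held is also one-sided: of its 925 genes with an adjusted p under 0.05, 922 were lower in Nfat5-KO_600. Among the genes held with a mean count of at least 10, the 2 libraries of clone N1 and the 2 of clone N3 did not overlap for 1400 of 1838 genes (76.2%) in File S1 and 1342 of 1837 genes (73.1%) in File S2, while the other pairings of the same libraries separated 11.1% to 14.8% of the genes. A gene whose libraries all differ separates in exactly 1 pairing, so the shares of the other pairings together follow from that of the clones. Values in random order would separate the clones in 1 of 3 cases. This comparison of pairings was chosen after the data were seen, and a full separation does not give the size of a difference.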

Principal component analysis and Pearson correlation (Figure S1a,b) confirmed high consistency between biological replicates and clear clustering by genotype and tonicity, indicating robust data quality. We performed comparative gene expression profiling to identify differentially expressed genes (DEG) that were affected by the deletion of NFAT5 or by both osmotic conditions. In *Nfat5*‐KO cells, 1276 DEGs were upregulated and 1047 DEGs were downregulated compared to Scr cells under isotonic cell culture conditions (Figure 1a). 

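Nfat5, on chromosome 8 of GRCm38 from 107293470 to 107379517, had 3.47 FPKM in Nfat5-KO_300 and 5.61 FPKM in Scr_300, a log2 ratio of -0.68. In the paper's File S1 its normalized counts were 2045 ± 250 (SD, n = 4) in Nfat5-KO_300 and 3294 ± 6.28 (SD, n = 2) in Scr_300. Here n counts libraries. The knockout libraries had 2217 to 2300 in clone N1 and 1810 to 1851 in clone N3, so their SD includes the difference between the clones. Of 12704 genes compared, 220 were at least 2-fold higher and 310 at least 2-fold lower in Nfat5-KO_300 than in Scr_300. These numbers depend on the settings for low genes, and were 48 and 87 with a pseudocount of 1 and 581 and 647 without a filter. Of the genes with the smallest p in File S1, Phldb2 rose by a log2 ratio of 1.20 and Id3 by 2.07, while Slco4a1 had a log2 ratio of -1.79 and Scel one of -1.74. The copy of File S1 used here holds 1997 of its 2323 genes, in order of p, and the paper's adjusted p is under 0.05 for 601 of them, 325 higher and 276 lower.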

The numbers of DEGs were 2130 and 1870, respectively, when the cells were cultivated under hypertonic conditions (Figure 1b). 

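Under hypertonic conditions 13063 genes were compared, of which 491 were at least 2-fold higher and 481 at least 2-fold lower in Nfat5-KO_600 than in Scr_600. Nfat5 itself had 6.88 FPKM in Nfat5-KO_600 and 7.93 FPKM in Scr_600, a log2 ratio of -0.20. Across genes, the log2 ratios had an SD of 0.60, against 0.48 in the isotonic comparison. Slco4a1, on chromosome 2 from 180456245 to 180474867, had a log2 ratio of -3.25, and Hspa1b, on chromosome 17 from 34956436 to 34959238, one of -2.44. The copy of File S2 used here holds 1997 of 4000 genes, ordered by fold change. Of those held, 925 have an adjusted p under 0.05 in the paper, 3 higher and 922 lower in Nfat5-KO_600. The copy therefore says little about the genes that were higher.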

The complete lists of DEGs are provided as Files S1 and S2. Intersection analysis showed that 521 DEGs were commonly upregulated and 390 DEGs were commonly downregulated in *Nfat5*‐KO cells, independent of environmental tonicity (Figure 1c,d). These genes may represent NFAT5 target genes that are generally up‐ or downregulated by NFAT5 activity. 

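The genes of both intersections were followed in the deposited values. Of the 390 genes lower in Nfat5-KO cells, 376 were matched by symbol and 343 had at least 0.5 FPKM in a group. All 343 were lower at both osmolalities, with a median log2 ratio of -0.54 at 300 mosmol/kg and -0.73 at 600 mosmol/kg. Of the 521 genes higher in Nfat5-KO cells, 463 had at least 0.5 FPKM in a group, and all were higher at both osmolalities, with medians of 0.53 and 0.63. The paper chose the genes on the same libraries, so these directions are not independent evidence. The Nfat5-KO and Scr libraries of the 2 osmolalities are separate, but come from the same clones and the same Scr cells. The position of the genes in GRCm38 was unequal. In 22 of 137 windows of 20 Mb, the median log2 ratio of all genes was at least 0.15 at 300 mosmol/kg. These windows held 2237 of 13171 genes with a position (windows with under 20 genes left out) and 268 of 460 genes (58.3%) of the intersection that was higher, but 12 of 341 genes (3.52%) of the intersection that was lower. With the genes of both intersections left out when the window medians were taken, 232 of the 460 genes (50.4%) lay in 18 such windows, against 12.3% of the other genes.

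**Figure D1:**
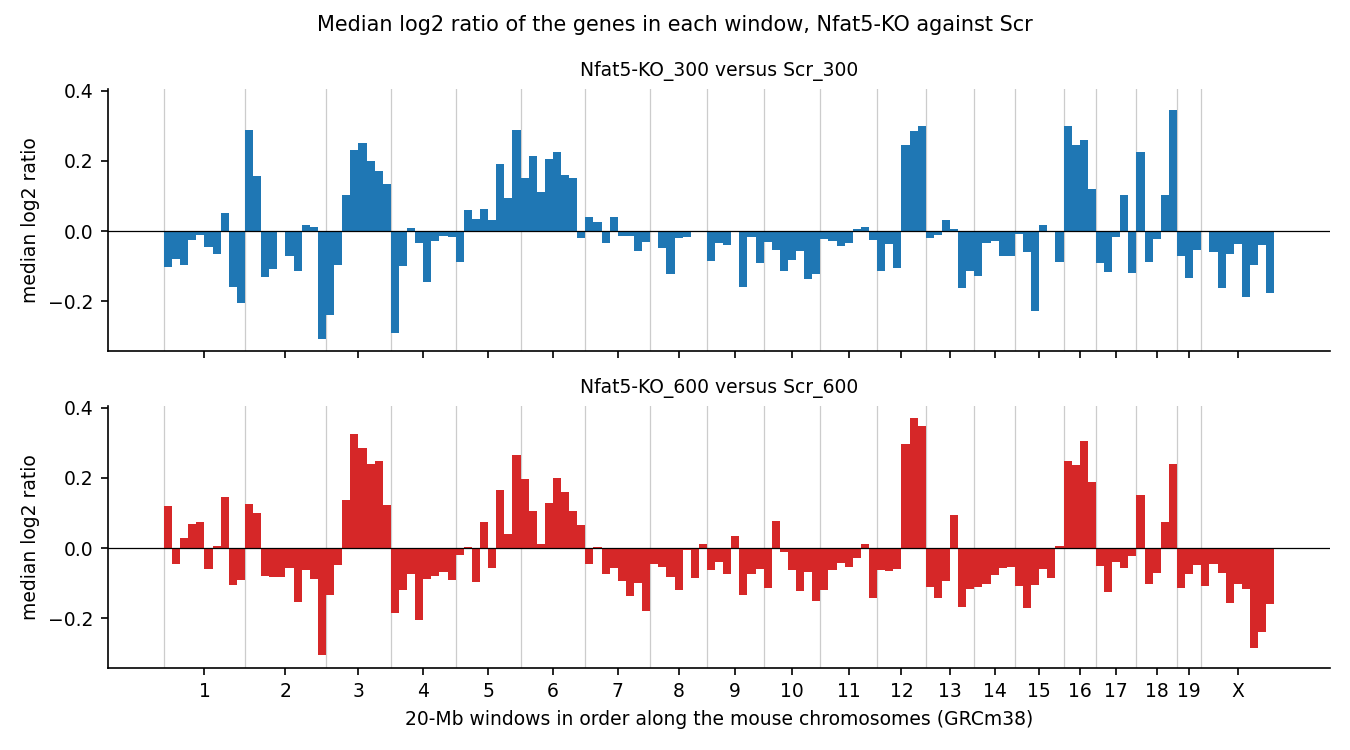
Median log2 ratio of Nfat5-KO against Scr for the genes in each 20-Mb window (y axis), with windows in order along the chromosomes of GRCm38 (x axis), at 300 mosmol/kg (upper panel) and 600 mosmol/kg (lower panel). Each bar is the median of at least 20 genes with at least 0.5 FPKM in a group. The 137 window medians of the 2 panels had a Pearson's r of 0.827 (Spearman's rho 0.656).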

The comparison also showed, that the expression of several genes was uniquely affected by the loss of NFAT5 and depended on environmental tonicity. For example, 1609 DEGs were upregulated and 1480 DEGs were downregulated in *Nfat5*‐KO cells under hypertonic cell culture conditions (Figure 1c,d). 

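Genes listed for hypertonic conditions alone mostly moved the same way under isotonic conditions. Of the 1480 genes listed as lower in Nfat5-KO cells at 600 mosmol/kg only, 1342 had at least 0.5 FPKM in a group. At 300 mosmol/kg 947 of these (70.6%) were lower in Nfat5-KO cells, with a median log2 ratio of -0.11. No list among 10000 random lists of the same size and matched on expression had a median as low. Of the 1608 genes in the copy of the list of 1609 higher genes, 434 of the 1528 matched (28.4%) were under 0.5 FPKM in every group. Of the 1094 others, 765 (69.9%) were higher in Nfat5-KO cells at 300 mosmol/kg too, with a median log2 ratio of 0.14. Whether the 2 effects of a gene differ between the osmolalities was not tested, since that needs values per library.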

The complete list of genes from this comparison is provided as File S3. As described above, we used the top 20 DEGs from all intersections and heatmaps after hierarchical clustering to visualize the expression levels in Scr and *Nfat5*‐KO cells (Figure 1e,f).

**FIGURE 1:**
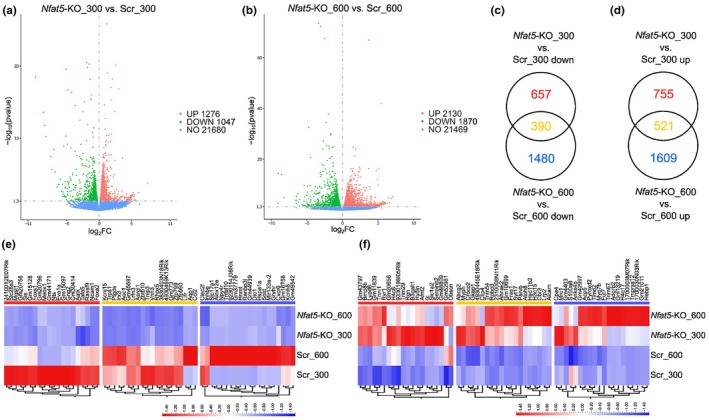
Differentially expressed genes in *Nfat5*‐KO cells. The Volcano plots show the number of differentially expressed genes (DEGs) in *Nfat5*‐KO cells compared to scramble (Scr) cells under isotonic (a, 300) and hypertonic (b, 600) cell culture conditions. The Venn diagram shows the number of common and uniquely downregulated genes (c) or upregulated genes (d) in *Nfat5*‐KO cells under isotonic and hypertonic cell culture conditions. The top 20 downregulated genes from each intersection were used for hierarchical clustering to visualize differences in gene expression levels as *z*‐scores (e). The same analysis was performed for upregulated genes (f).

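Of the gene lists set before the data were examined, 1 holds 20 genes of the response to hypoxia, which Fig. 2a shows among its terms, and 19 of them had at least 0.5 FPKM in a group. In Nfat5-KO_300 against Scr_300, 16 of the 19 were lower, and their median log2 ratio was -0.41. None of 10000 random lists matched on expression had a median as low. In Nfat5-KO_600 against Scr_600, 16 of the 19 were lower too, with a median of -0.40, and 1 of the 10000 random lists lay below. These positions among random lists describe the libraries at hand and are not a test of the condition.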

Under isotonic conditions, loss of NFAT5 led to enrichment of pathways related to migration, proliferation, and development processes (Figure 2a). In contrast, under hypertonic conditions, NFAT5 deficiency altered ribonucleotide and metabolic processes (Figure 2b).

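A list of 24 genes of purine nucleotide synthesis, 21 with at least 0.5 FPKM in a group, had a median log2 ratio of -0.12 in Nfat5-KO_600 against Scr_600. This lay at percentile 29.0 among random lists matched on expression. Glycolysis genes (18 of 20 listed) were lower, with a median log2 ratio of -0.62 and 12 of 18 lower, and none of the 10000 random lists had a median as low. At 300 mosmol/kg the same comparison gave a median of 0.15 for purine nucleotide synthesis, at percentile 97.4 among random lists. For glycolysis it gave -0.27, with 15 of 18 genes lower, and 2 of the 10000 random lists lay below.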

**FIGURE 2:**
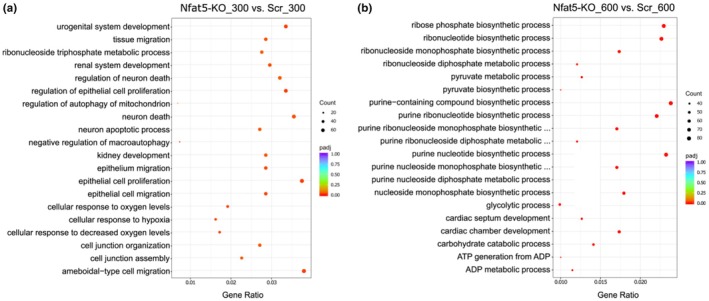
Enriched pathways in *Nfat5*‐KO cells. Under isotonic conditions (a) shows enriched biological pathways and gene ontology (GO) terms associated with differentially expressed genes after loss of NFAT5, while (b) displays enriched pathways and GO terms linked to differentially expressed genes associated with loss of NFAT5 under hypertonic conditions.

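The effects of the knockout at 300 and 600 mosmol/kg come from separate libraries, but of the same 2 knockout clones and the same Scr cells. A lasting difference between these cell lines would enter both effects. Across 13414 genes, the log2 ratio of Nfat5-KO to Scr at 300 mosmol/kg and that at 600 mosmol/kg had a Pearson's r of 0.44 (Spearman's rho 0.40), and 63.8% of the genes had the same direction. The correlation is across genes and carries no p-value. At least 2-fold differences made up 4.17% of the genes compared at 300 mosmol/kg and 7.44% at 600 mosmol/kg.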

The results demonstrate that loss of NFAT5 function is associated with massive transcriptional changes already under isotonic cell culture conditions, indicating a role for NFAT5 in basal gene regulation. We identified genes that are differentially expressed by loss of NFAT5 function, independent of environmental tonicity, and genes that were either up‐ or downregulated uniquely under isotonic or hypertonic cell culture conditions.

### 2.2 Hypertonicity‐induced gene expression changes in mpkCCD cells and their modulation by NFAT5

In Scr cells, hypertonicity induced the differential expression of 1527 genes and reduced the expression of 1266 genes (Figure 3a). 

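In Scr cells 12929 genes were compared between 600 and 300 mosmol/kg, with 2 libraries in each group. Of these, 622 were at least 2-fold higher and 370 at least 2-fold lower in Scr_600. Akr1b3, on chromosome 6 from 34302434 to 34317478, rose from 23.8 to 175.2 FPKM, a log2 ratio of 2.87, and Igfbp7 rose from 66.5 to 390.7 FPKM. Cav1 had a log2 ratio of -2.58. Of 1997 genes held from the 2813 of File S4, the paper's adjusted p is under 0.05 for 1191, of which 715 were higher and 476 lower.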

Interestingly, in *Nfat5*‐KO cells, the number of upregulated DEGs was 3731 and 3537 DEGs were downregulated under hypertonic cell culture conditions (Figure 3b). 

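The comparison in Nfat5-KO cells rests on 4 libraries per group, against 2 per group in Scr cells. Of 12982 genes, 812 were at least 2-fold higher and 534 at least 2-fold lower in Nfat5-KO_600 than in Nfat5-KO_300, which is 10.4% of the genes against 7.67% in Scr cells. The SD of the log2 ratios across genes was 0.66 in Nfat5-KO cells and 0.63 in Scr cells. These shares use no p-value and so do not depend on the number of libraries through a test. Rbm3, on the X chromosome from 8138975 to 8145880, had a log2 ratio of -1.19, and Btg1 one of 1.09. Nfat5 rose in both genotypes, by a log2 ratio of 0.97 in Nfat5-KO cells and 0.49 in Scr cells.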

The complete lists of DEGs are provided as Files S4 and S5. We performed an intersection analysis using the lists of DEGs from Figure 3a,b, and separated for up‐ and downregulated DEGs. 

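The effects of 600 against 300 mosmol/kg in Scr and in Nfat5-KO cells share no library. Across 13414 genes they had a Pearson's r of 0.59 (Spearman's rho 0.61), and 73.4% of the genes had the same direction. Of the genes in the common part of Fig. 3d, 866 had at least 0.5 FPKM in a group, and their median log2 ratio was 0.67 in Scr cells and 0.75 in Nfat5-KO cells.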

Figure 3d shows that 941 DEGs were commonly upregulated in Scr and *Nfat5*‐KO cells by hypertonicity. These genes may be upregulated by hypertonicity, independent of NFAT5 action. However, hypertonicity led to the up regulation of 586 DEGs uniquely in Scr and 2790 DEGs only in *Nfat5*‐KO cells. 

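Of the 586 genes listed for Scr cells alone, 506 had at least 0.5 FPKM in a group. Their median log2 ratio was 0.60 in Scr cells and 0.16 in Nfat5-KO cells, and 349 of them (69.0%) were higher at 600 mosmol/kg in Nfat5-KO cells too. That median was above those of all 10000 random lists matched on expression. The difference between the effects in the 2 genotypes was not tested gene by gene.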

In the same way we compared the lists of downregulated DEGs. 

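Among the genes that fell at 600 mosmol/kg in both genotypes, 817 had at least 0.5 FPKM in a group. The median log2 ratio was -0.61 in Scr cells and -0.72 in Nfat5-KO cells, and 525 of the 817 were lower in Nfat5-KO_600 than in Scr_600.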

Here we identified 864 DEGs that were commonly downregulated by hypertonicity independent of NFAT5 action (Figure 3c). The complete lists with all common and unique genes are provided as File S6 Among downregulated DEGs, 422 were unique to the Scr and 2673 unique to the *Nfat5*‐KO cells. This indicates, that other factors than NFAT5 are involved in the changes in gene expression under hypertonic cell culture conditions. Furthermore, we used the top 20 DEGs from all intersections to visualize the expression levels using heatmaps after hierarchical clustering. 

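Of the 422 genes listed as lower in Scr cells alone, 368 had at least 0.5 FPKM in a group, with a median log2 ratio of -0.68 in Scr cells and -0.20 in Nfat5-KO cells. In Nfat5-KO cells 256 of them (69.6%) were lower at 600 mosmol/kg as well.

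**Figure D2:**
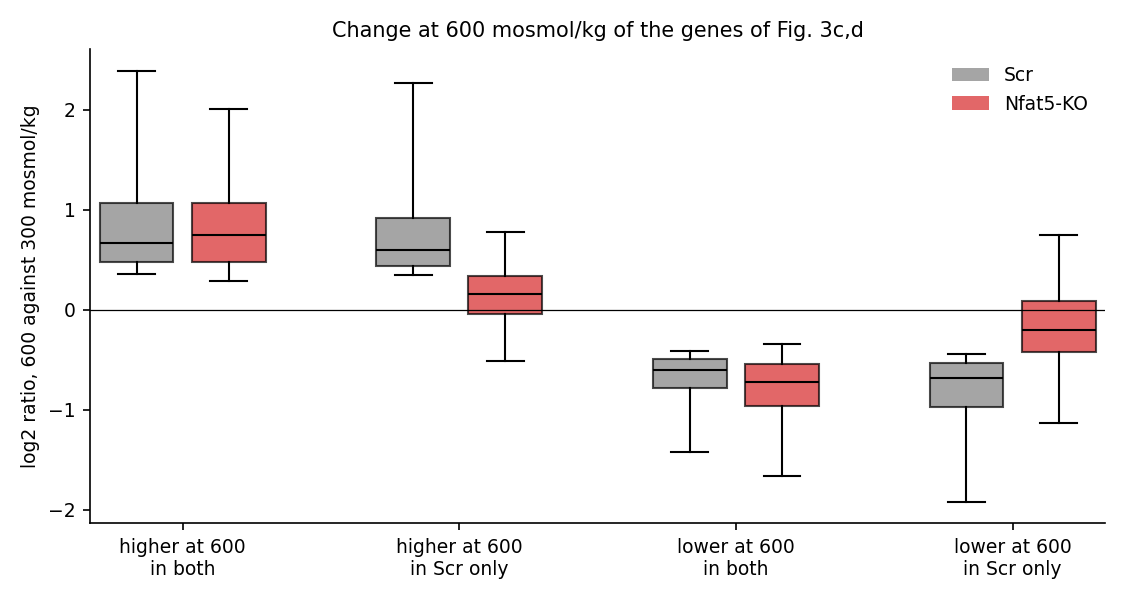
Log2 ratio of FPKM at 600 against 300 mosmol/kg (y axis) for the genes of Fig. 3c,d with at least 0.5 FPKM in a group, in Scr (grey) and Nfat5-KO cells (red). Boxes show the quartiles and the median, and whiskers the 5th and 95th percentiles over genes. In the lists for Scr cells alone, the medians of Nfat5-KO cells were 0.16 and -0.20.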

Figure 3e shows the heatmaps for downregulated genes, and Figure 3f for upregulated genes.

**FIGURE 3:**
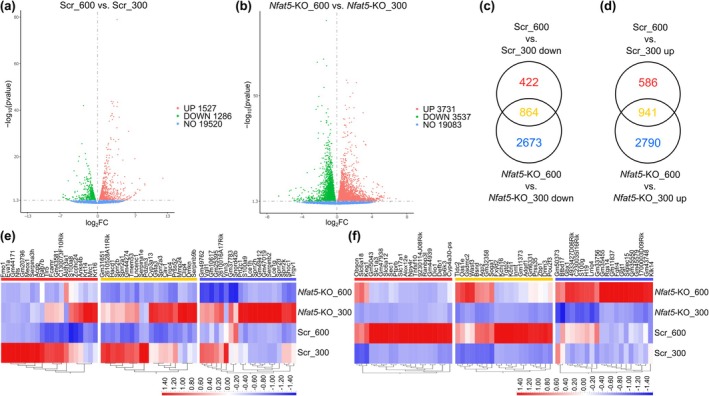
Effect of hypertonicity on gene expression in scramble (Scr) and *Nfat5* knockout (*Nfat5*‐KO) cells. The Volcano plots show the number of DEGs under hypertonic (600) cell culture conditions in Scr (a) and *Nfat5*‐KO cells (b) in comparison to isotonic conditions (300). The Venn diagram shows the number of common and uniquely downregulated (c) or upregulated genes (d) in Scr and *Nfat5*‐KO cells under hypertonic cell culture conditions. The top 20 downregulated genes from each intersection were used for hierarchical clustering to visualize differences in gene expression levels as *z*‐scores (e). The same analysis was performed for upregulated genes (f).

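Genes of cytosolic ribosomal proteins (85 with at least 0.5 FPKM in a group) were lower at 600 mosmol/kg, with a median log2 ratio of -0.57 in Scr cells, where 81 of 85 were lower, and -0.64 in Nfat5-KO cells, where 83 of 85 were lower. The reads of these genes can be shared with processed pseudogenes, which the authors' counting could split. Ribosome biogenesis genes (40) had a median of -0.23 in Scr cells and -0.70 in Nfat5-KO cells, where 39 of 40 were lower. No random list matched on expression had a median as low as that of the ribosomal proteins in either genotype, or as that of ribosome biogenesis in Nfat5-KO cells, and in Scr cells 36 of the 10000 random lists lay below the ribosome biogenesis genes.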

Functional enrichment analysis revealed that osmolality‐dependent DEGs in Scr cells were mainly involved in structural molecule activity and ribosomal functions (Figure 4a), whereas hypertonic stress in NFAT5‐deficient cells affected pathways related to RNA processing and ribosome‐associated processes (Figure 4b).

**FIGURE 4:**
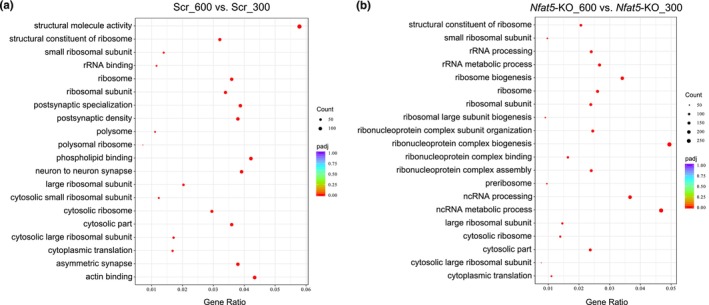
Effect of hypertonicity on enriched pathways in scramble (Scr) and *Nfat5* knockout (*Nfat5*‐KO) cells. Enriched gene ontology (GO) terms are shown related to osmolality‐dependent gene regulation (a), while (b) displays GO terms enriched in differentially expressed genes upon hypertonic stress in NFAT5‐deficient cells.

We performed qPCR validation for selected DEG genes. The results are shown in Figure 5.

**FIGURE 5:**
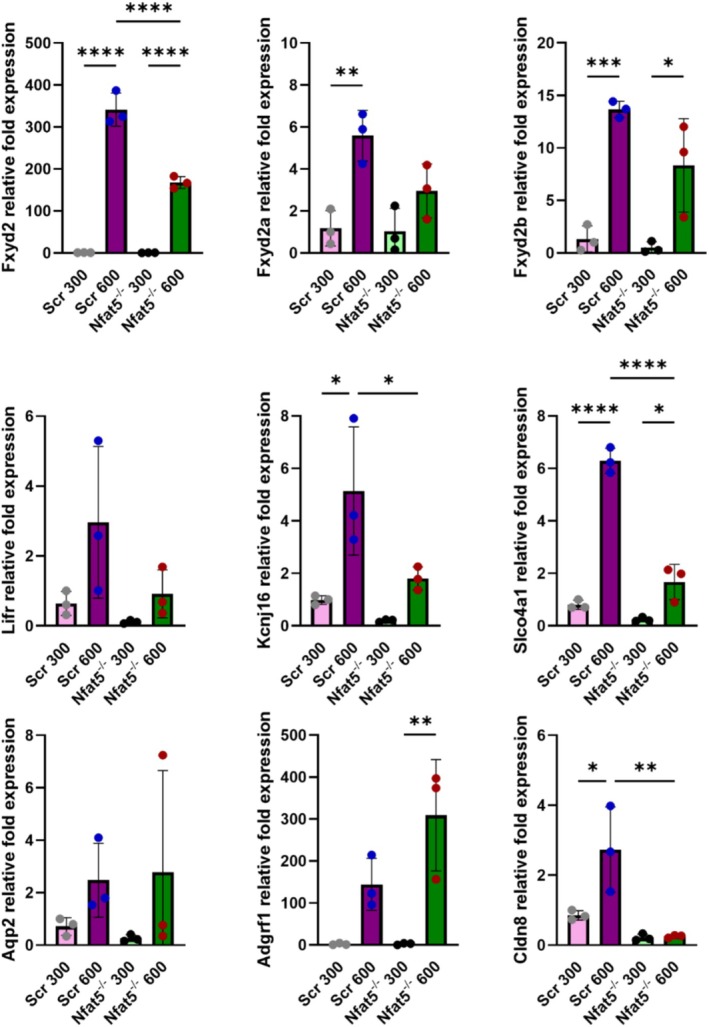
Real time PCR for validation of the NGS Data. Relative expression of *Fxyd2*, *Fxyd2a*, *Fxyd2b*, *Lifr*, *Kcnj16*, *Slco4a1*, *Aqp2*, *Adgrf1*, and *Cldn8* was analyzed by Real Time PCR. Significant differences were analyzed by One‐Way‐Anova (*p < 0.05; **p < 0.01; ***p < 0.001; ****p < 0.0001; *n* = 3).

### 2.3 Loss of NFAT5 affects inversely the expression of hypertonicity affected genes

To further identify and discriminate NFAT5 target genes affected by NFAT5 activity in combination with hypertonicity, we performed an intersection analysis using DEGs in NFAT5‐KO at 600 mosmol/kg, shown in Figure 1b and DEGs after hyperosmolar cultivation in Scr cells shown in Figure 3a. We identified 465 DEGs that are upregulated in Scr cells under hypertonic cell culture conditions and downregulated in *Nfat5*‐KO cells under hypertonic cell culture conditions (Figure 6a). 

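Of the 465 genes, 452 were matched and 412 had at least 0.5 FPKM in a group. By their selection all rose in Scr cells and were lower in Nfat5-KO_600 than in Scr_600, with medians of 0.83 and -0.81. In Nfat5-KO cells 303 of the 412 (73.5%) were also higher at 600 than at 300 mosmol/kg, with a median log2 ratio of 0.29, and at 300 mosmol/kg 298 were lower in Nfat5-KO than in Scr cells, with a median of -0.19.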

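A further 182 genes with at least 0.5 FPKM in a group fell in Scr cells at 600 mosmol/kg (median log2 ratio -0.78) and were higher in Nfat5-KO_600 than in Scr_600 (0.80). In Nfat5-KO cells 115 of the 182 were lower at 600 than at 300 mosmol/kg, with a median of -0.21.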

In the same way we identified 213 DEGs that were downregulated under hypertonic cell conditions in Scr cells but upregulated in *Nfat5*‐KO cells (Figure 6c). The complete list is provided as File S7. These data indicate that these genes may represent NFAT5 target genes that are affected by hypertonic cell culture conditions. The heatmap in Figure 6b,d visualizes the expression patterns of the top 20 DEGs from each intersection. Furthermore, the common genes of both Venn analyses (Figure 6a,c) showed a strong anti‐correlation of −0.8915 (Figure 6e). This indicates that the expression of these genes depend on NFAT5 expression.

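Over the 656 genes of both intersections found in the deposited values, Pearson's r between the log2 ratios of Scr_600 to Scr_300 and of Nfat5-KO_600 to Scr_600 was -0.895 (Spearman's rho -0.883). It was -0.745 within the 452 genes of Fig. 6a and -0.607 within the 204 genes of Fig. 6c. Both ratios contain the Scr_600 libraries, once in the numerator and once in the denominator, and the genes were chosen for opposite signs. When the second ratio was shuffled among the genes of each intersection, which keeps the opposite signs but removes any relation between genes, r had a median of -0.622 and its lowest value in 10000 shuffles was -0.679. In 100 simulations of 13414 unchanged genes whose groups had the same numbers of libraries and shared Scr_600, r was -0.577 over all genes. Over the genes that passed 0.05 in both comparisons with opposite signs it was -0.978. These were a median of 157 genes, against the 656 here. Every simulated gene had the same known spread, unlike real genes tested with DESeq2. The simulation shows only that a shared group and the selection can give a strongly negative r without any change. It does not show that they account for Fig. 6e. Over all 13414 genes of the deposited values r was -0.29 (Spearman's rho -0.11).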

**FIGURE 6:**
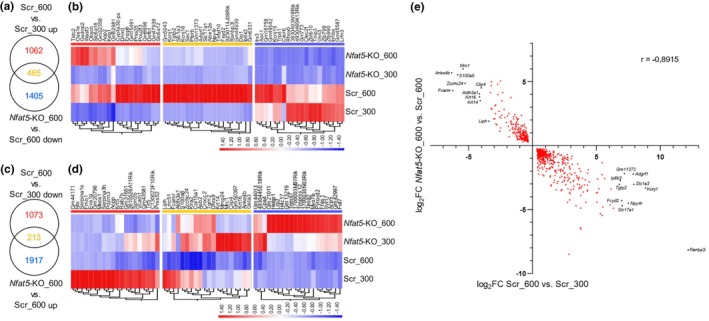
Differentially expressed genes in NFAT5 knockout cells in response to hypertonicity. (a + c) The Venn diagram shows the number of common and uniquely regulated genes under hypertonic (600) conditions and *Nfat5*‐KO effect. In (a), genes are upregulated in Scr cells and downregulated by *Nfat5*‐KO at 600 mosmol/kg. In (c), the opposite regulation is shown with genes downregulated in Scr cells and upregulated after *Nfat5*‐KO. (b) The top 20 differentially expressed genes from each intersection in (a) were used for hierarchical clustering to visualize differences in gene expression levels as *z*‐scores. (d) The same analysis was performed for differentially expressed genes from the intersections shown in (c). Correlation analysis (e) shows genes, which are down‐ or upregulated after hyperosmolarity and regulated in a different direction after *Nfat5*‐KO. Top 10 genes are highlighted.

This comparison showed, that some of the hypertonicity‐induced differences in gene expression levels might be mediated by the action of NFAT5. For example, the expression levels of *Kcnj1*, *Kcnj16* or *Slc17a1* were induced by hypertonicity but downregulated in *Nfat5*‐KO cells. For example, as the expression of *Gsmdc2* or *Slc6a18* is still increased under hypertonic cell culture conditions in *Nfat5*‐KO cells, other factors might be involved in the observed changes in gene expression under hypertonic cell culture conditions.

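Kcnj16, on chromosome 11 from 110968033 to 111027968, had 0.152 FPKM in Scr_300 and 5.36 FPKM in Scr_600, a log2 ratio of 4.44, and 0.526 FPKM in Nfat5-KO_600, a log2 ratio of -3.13 against Scr_600. Kcnj1, on chromosome 9 from 32372493 to 32399197, was listed at 0 in both isotonic groups, at 0.725 FPKM in Scr_600 and at 0.0740 FPKM in Nfat5-KO_600. Slc17a1, on chromosome 13 from 23867750 to 23895730, had 0.785 FPKM in Scr_600 and 0.0310 FPKM in Nfat5-KO_600. The reads behind these values in the paper's File S2 differed between the knockout clones. Kcnj16 had 34 and 15 reads in the libraries of clone N1 and 111 and 125 in those of clone N3, against 743 and 779 in Scr_600. Kcnj1 had 2 and 1 reads in clone N1 and 9 and 22 in clone N3, against 95 and 80 in Scr_600. Slc17a1 had 0 reads in both libraries of clone N1 and 5 in each of clone N3, against 23 and 109 in Scr_600, so that its value in Scr_600 rests mostly on 1 library. The Kcnj16 value of Scr_300 rests on 7 and 32 reads in File S1.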

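Gsdmc2, on chromosome 15 from 63824346 to 63845177, was listed at 0 in Scr_300 and had 0.104 FPKM in Scr_600, 0.0266 FPKM in Nfat5-KO_300 and 0.235 FPKM in Nfat5-KO_600. The log2 ratio of Nfat5-KO_600 to Scr_600 was 0.72. It was 0.16 with a pseudocount of 1 and 1.10 with a pseudocount of 0.01. Slc6a18, on chromosome 13 from 73661752 to 73678023, was listed at 0 in Scr_300 and had 0.0476 FPKM in Scr_600, 0.00955 FPKM in Nfat5-KO_300 and 0.0527 FPKM in Nfat5-KO_600. Values this low rest on few reads, and the deposited values carry no error for them. File S6 lists Slc6a18 as higher under hypertonicity in Scr cells alone, while the paper's text names it as still raised in Nfat5-KO cells.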

### 2.4 Differences in gene expression level are also observed in kidneys from *Nfat5*‐KO mice

Because the results observed so far were derived from in vitro experiments, we analyzed, wether this might also be evident in vivo. Since isotonic cell culture medium could reflect the situation in the renal cortex and hypertonic medium osmolality the situation in the renal inner medulla, we used data, derived from gene expression analysis using renal cortex (CTX) versus renal inner medulla (IM) from control (Figure 7a) or principal cell‐specific NFAT5 deficient KO‐CTX and KO‐IM mice described in (Engel et al., 2025) and performed intersection analysis. The lists with the DEGs are provided as File S8. We identified 712 DEGs that were upregulated under hypertonic cell culture conditions and had a higher expression in IM compared to CTX (Figure 7b) in the control mice. These data show that in part, the cultivation of mpkCCD cells under hypertonic cell culture conditions affects the expression of the same genes as observed in the IM. The gene lists from this comparison are provided as File S9. We used top 20 DEGs in IM compared to CTX and top 20 common upregulated DEGs in mpkCCD under hypertonic cell culture conditions and generated heatmaps to visualize differences in gene expression levels (Figure 7c,d). The expression level DEGs that were upregulated under hypertonic cell culture conditions (Scr_600) showed reduced expression levels in *Nfat5*‐KO (*Nfat5*‐KO_600) cells. 

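Of the 712 genes, 711 were matched and 660 had at least 0.5 FPKM in a group. In Nfat5-KO_600 436 of the 660 (66.1%) were lower than in Scr_600, with a median log2 ratio of -0.22, and 224 were higher. Within Nfat5-KO cells 564 of the 660 (85.5%) were higher at 600 than at 300 mosmol/kg, with a median of 0.48. Since the genes were chosen for high values in Scr_600, a lower value in any other group is favoured by the selection.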

The expression level of these genes were higher in the IM group compared to the CTX group. However, similar to the situation in mpkCCD cells, the expression levels of these genes were downregulated in the IM of *Nfat5*‐KO kidneys. These results indicate that hypertonicity and loss of NFAT5 in mpkCCD cells partially mirror transcriptional changes observed in vivo, particularly for established NFAT5 target genes. These include genes like *Aqp2*, *Ranbp3l*, *Slc6a12* and many others. The correlation analysis showed a lower‐positive correlation of 0.2681 (Figure 7e) but there were also genes, that demonstrated a different direction in Scr cells as in the kidney samples.

**FIGURE 7:**
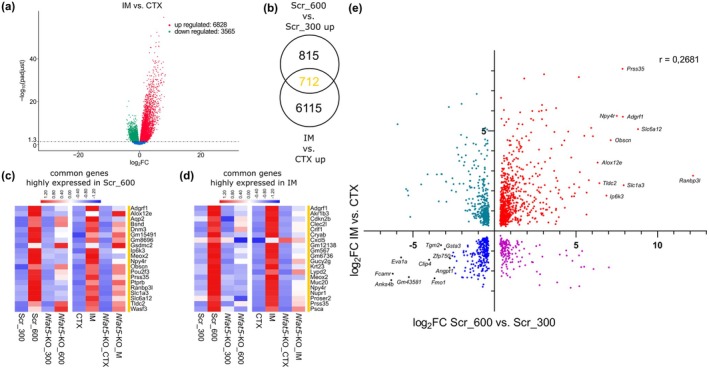
Differentially expressed genes in mpkCCD cells and in the cortex (CTX) and inner medulla (IM) of mice. (a) The volcano plot shows the number of differentially expressed genes (DEGs) in the IM compared to the CTX in mice. (b) The Venn diagram shows the number of common and uniquely upregulated genes in mpkCCD scramble (Scr) cells under hypertonic conditions (Scr_600 versus Scr_300 up) and in IM cells (IM versus CTX) from mice (IM vs. CTX up). The top 20 commonly upregulated genes in IM (c) and in Scr_600 (d) were used for hierarchical clustering to visualize differences in gene expression levels as *z*‐scores in Scr and *Nfat5*‐KO mpkCCD cells under isotonic (300) and hypertonic (600) conditions, as well as in CTX and IM cells of control and *Nfat5*‐KO mice (*Nfat5*‐KO_IM and *Nfat5*‐KO_CTX). Correlation analysis (e) shows genes, which are down‐ or upregulated after hyperosmolarity in Scr cells and down‐ or upregulated in hyperosmotic environment in the kidney.

## 3 DISCUSSION

The renal corticomedullary osmotic gradient is essential for the generation of concentrated urine. Under cell culture conditions, hypertonicity induces the expression of kidney specific transcripts in primary cultivated IMCD cells (Schulze Blasum et al., 2016). In the kidneys, the osmotic gradient allows a spatial expression pattern of genes that are not present in most other cell types (Hinze et al., 2021). The factors that contribute to this gene expression pattern are not well understood. One factor that can influence gene expression is the cellular identity, which can contribute to spatial differences in gene expression patterns. Principal cells of the collecting duct can be found in the renal cortex and in the renal inner medulla. However, there are differences in gene expression patterns due to the spatial localization of cells (Chen et al., 2017; Ransick et al., 2019). Here we show that the cultivation of the cortical principal cell line mpkCCD under hypertonic cell culture conditions can induce a gene expression profile that correlates with that observed in inner medullary collecting duct cells.

NFAT5 is the master transcription factor for hypertonicity‐induced gene expression and loss of NFAT5 function in the principal cells of the collecting duct is associated with a diabetes insipidus‐like phenotype and massive changes in gene expression (Chernyakov et al., 2022; Petrillo et al., 2022). However, besides the loss of NFAT5 function, the observed changes in gene expression might indirectly be associated with systemic changes, which are associated with differences in renal function or other factors that could induce changes in gene expression. In this study, we also showed that the changes in gene expression observed in NFAT5 deficient mice can be partly observed in a cell culture setting.

The mpkCCD cells have been frequently used to analyze the effect of vasopressin‐mediated signaling on AQP2 regulation (Fenton et al., 2008; Hoffert et al., 2008; Yu et al., 2009). They have also been frequently used for system‐level analysis approaches using proteomic and genomic‐based analysis (Hoffert et al., 2009; Jung et al., 2018; Rinschen et al., 2010). The mpkCCD cells have also been used to analyze the effect of hypertonicity on gene expression (Groß et al., 2020). The study presented here is the first study using NFAT5 deficient mpkCCD cells to identify genome wide DEGs that are up‐ or downregulated under hypertonic cell culture conditions due to loss of NFAT5 function. In contrast to the in vivo situation, we can directly link the observed changes to the loss of NFAT5 function or differences in environmental hypertonicity. Hypertonicity led to massive changes in gene expression in Scr and *Nfat5*‐KO cells. Around 586 genes were uniquely up‐ and 422 uniquely downregulated in Scr cells. This indicates that NFAT5 is involved in the expression of these genes. This includes genes like *Slc6a12* and *Ranbp3l*. 

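Slc6a12, on chromosome 6 from 121343076 to 121365775, had 0.00512 FPKM in Scr_300 and 2.10 FPKM in Scr_600, which rest on 136 and 321 reads in the Scr_600 libraries of File S4. It was listed at 0 in Nfat5-KO_300 and had 0.135 FPKM in Nfat5-KO_600, a log2 ratio of -3.23 against Scr_600. Ranbp3l, on chromosome 15 from 8967949 to 9067335, was listed at 0 in Scr_300 and had 3.53 FPKM in Scr_600, 0.00118 FPKM in Nfat5-KO_300 and 0.0127 FPKM in Nfat5-KO_600. In the paper's File S2, Ranbp3l had 512 and 1226 reads in the Scr_600 libraries, 0 reads in both libraries of clone N1 and 3 and 9 reads in those of clone N3.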

*Slc6a12* is coding for beta‐GABA transporter 1 (BGT1) and is a classical osmoprotective gene that has been shown to be upregulated under hyperosmotic conditions in MDCK cells and is a NFAT5 target gene (Burg et al., 2007; Lammers et al., 2005; Miyakawa et al., 1999; Neuhofer et al., 2007; Woo et al., 2000). *Ranbp3l* expression is upregulated under hypertonic cell culture conditions in primary cultivated IMCD cells (Schulze Blasum et al., 2016) and mouse embryonic fibroblasts (Izumi et al., 2015). In both cases, loss of NFAT5 is associated with reduced *Ranbp3l* expression (Chernyakov et al., 2021; Izumi et al., 2015). The present data support the results obtained from other studies and indicate that NFAT5 function is required for the observed upregulation of *Slc6a12, Ranbp3l* and the other genes identified to be uniquely induced in Scr cells under hypertonic conditions. Although we identified common genes that were upregulated in Scr and *Nfat5*‐KO cells, the level of upregulation was different. For example, the expression level of *Fxyd2*, *Adgrf1*, *Aqp2* or *Prss35* was lower in *Nfat5*‐KO cells than in Scr cells (Figure 2f). These may represent genes where the expression is partly modulated by NFAT5. This effect was also confirmed by RT‐qPCR (Figure 5). 

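Fxyd2, on chromosome 9 from 45399669 to 45410278, had 10.7 FPKM in Scr_600 and 0.552 FPKM in Nfat5-KO_600, a log2 ratio of -4.05. Its reads in the paper's File S2 were 2 and 1 in the libraries of clone N1, 156 and 141 in those of clone N3 and 895 and 2157 in Scr_600, and the paper's adjusted p from DESeq2 is 0.140. The group value of Nfat5-KO_600 is thus set by clone N3. Adgrf1, on chromosome 17 from 43270329 to 43324737, was listed at 0 in Scr_300 and had 0.321 FPKM in Scr_600 and 0.0698 FPKM in Nfat5-KO_600. Prss35, on chromosome 9 from 86743649 to 86758443, had 3.91 FPKM in Scr_600 and 1.57 FPKM in Nfat5-KO_600, a log2 ratio of -1.26. The Scr_600 libraries of Prss35 in File S4 had 261 and 699 reads, so that the size of this difference depends on 1 library. Aqp2, on chromosome 15 from 99579055 to 99584547, had 0.245 FPKM in Scr_600 and 0.219 FPKM in Nfat5-KO_600, a log2 ratio of -0.11, and was listed at 0 in Scr_300. In File S4 the Aqp2 value of Scr_600 rests on 11 and 14 reads.

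**Figure D3:**
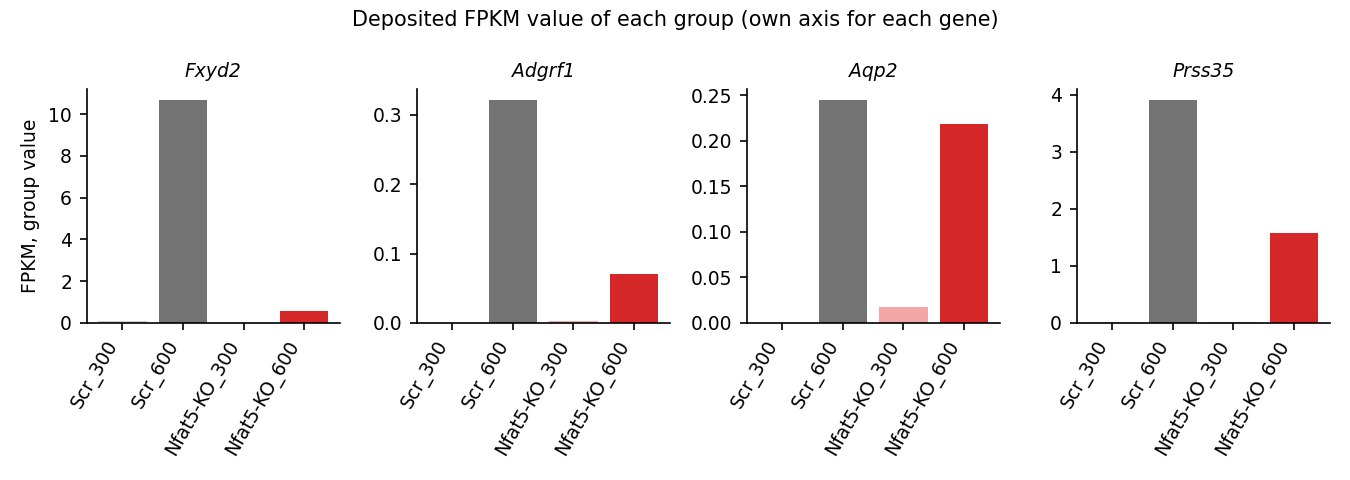
Deposited FPKM value of 4 genes (y axis, from 0, with its own scale for each gene) in each of the 4 groups (x axis). Each bar is 1 group value without an error, and the bars of Aqp2 at 600 mosmol/kg stand at 0.245 FPKM in Scr and 0.219 FPKM in Nfat5-KO cells.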

*Fxyd2* is coding for the gamma subunit of the sodium potassium ATPase and it has been shown that its expression can be induced by osmotic stress in rat proximal tubule derived NRK‐52E cells (Wetzel et al., 2004). The expression of *Aqp2* on mRNA level is regulated by cAMP‐responsive‐element‐binding protein (CREB) (Yasui et al., 1997). However, its expression can also be modulated by other factors like GATA2, ELF5 or NFAT5 (Grassmeyer et al., 2017; Hasler et al., 2006; Petrillo et al., 2022; Yu et al., 2014). A recent study showed that even more factors could contribute to *Aqp2* mRNA expression (Murillo‐de‐Ozores et al., 2026).

The expression of *Kcnj1* and *Kcnj16*, coding for potassium inwardly‐rectifying channel, subfamily J, member 1 (ROMK1) and potassium inwardly‐rectifying channel, subfamily J, member 16, respectively, is increased under hypertonic cell culture conditions. For ROMK1, the contribution of hypertonicity and NFAT5 to its expression level has been shown in isolated thick ascending limb (TAL) segments and TAL mice cells (Gallazzini et al., 2006). Loss of KCNJ16 function is associated with hypokalemia, salt wasting, and sensorineural deafness (Schlingmann et al., 2021). So far, the regulation of KCNJ16 expression by hypertonicity or NFAT5 has not been described and the functional consequences are unknown.

It has been shown that the cultivation of primary IMCD cells under hypertonic cell culture conditions induces the expression of kidney specific genes and that the osmotic gradient between renal cortex and inner medulla contributes to the spatial differences in gene expression (Hinze et al., 2021; Schulze Blasum et al., 2016). Using collecting duct principal cell‐specific *Nfat5*‐KO kidneys, we identified the effect of NFAT5 deletion on renal function and gene expression (Chernyakov et al., 2022; Petrillo et al., 2022). By comparing mpkCCD transcriptomes with gene expression profiles from the renal cortex and inner medulla in the present study, we observed a partial overlap (nearly 50%) between hypertonicity‐induced genes in vitro (mpkCCD cells) and genes enriched in the renal IM in vivo. This finding is consistent with previous studies showing that extracellular osmolality contributes to spatial gene expression patterns along the corticomedullary axis (Hinze et al., 2021). Importantly, many overlapping genes exhibited reduced expression in principal cell‐specific NFAT5 knockout kidneys, supporting the idea that at least part of the corticomedullary gene expression gradient is directly mediated by NFAT5. Nevertheless, the incomplete overlap also highlights the contribution of additional factors present in vivo, including cellular heterogeneity, interstitial signaling, and systemic regulatory mechanisms.

Reduced expression was observed for example for *Meox2*, *Akr1b3* or *Cryab*. For *Meox2*, no specific renal function has been described. *Akr1b3* is coding for aldo‐keto reductase family 1 member B (AR). The action of AR is required for the adaptation of cells to hypertonic stress (Burg et al., 2007; Grunewald et al., 1998; Jeon et al., 2007; Lim et al., 2007). Our data confirmed the results obtained before and shows that the expression of AR is mediated by NFAT5. *Cryab*, coding for crystallin alpha B, is a member of the small heat shock protein (HSP20) (Fujimoto & Nakai, 2010). Also, for *Cryab* no specific renal function has not been described so far. It has been shown that the expression of *Cryab* is induced upon cisplatin treatment and protects against cisplatin nephrotoxicity (Lou et al., 2016). The mentioned study shows, that CRYAB is a stress induced factor and contributes to cellular protection. The increased expression upon hypertonic stress and NFAT5 function could also represent a protective effect. However, if and how CRYAB contributes to cellular protection needs to be shown in further studies. Also, further studies are needed to analyze, if the observed changes in gene expression are also evident on the protein level.

There are also limitations of the present study that we would like to acknowledge. First, the use of clonal CRISPR/Cas9‐generated NFAT5‐deficient mpkCCD cell lines may introduce clonal adaptations that are independent of NFAT5 deletion. Although two independently derived clones showed highly consistent transcriptional profiles and concordant regulation of established NFAT5 target genes, clonal effects could not be completely excluded. Second, the comparison between cultured tubular cells and whole kidney tissue is inherently limited by differences in cellular composition and microenvironment. Our analysis therefore focuses on shared transcriptional trends rather than direct quantitative equivalence. Finally, the present study is based on transcriptomic data, and further work will be required to determine the extent to which the observed changes are reflected at the protein and functional level. Despite these limitations, our data support the use of mpkCCD cells as a controlled in vitro model to dissect NFAT5‐associated transcriptional programs and to distinguish cell‐autonomous effects of NFAT5 from systemic influences present in vivo.

In summary, this is the first study using mpkCCD cells to show the contribution of NFAT5 to hypertonic and non‐hypertonic induced gene expression. We show that the changes in gene expression, either by hypertonicity or loss of NFAT5 function, correlated with the observed changes in gene expression levels in kidneys from control and principal cell specific NFAT5 deficient cells.

## 4 METHODS

### 4.1 Cell culture

The mpkCCD cells were cultivated as described before. We used two CRISPR/Cas9 mediated *Nfat5* deleted mpkCCD (N1 and N3) clones generated before (Chernyakov et al., 2021) and mpkCCD cells that were transduced with a scramble (Scr) non‐targeting gRNA (Chernyakov et al., 2021; Groß et al., 2020). All cells were cultured on standard tissue‐culture plastic at 37°C and 5% CO_2_. The medium osmolality was adjusted to 600 mosmol/kg by the addition of 100 mM NaCl (71376, Sigma Aldrich) and 100 mM urea (U5378, Sigma Aldrich) to the corresponding medium. Cells were exposed to isotonic (300 mosmol/kg) and hypertonic medium (600 mosmol/kg) for 5 days. Life‐cell imaging was used for subjective assessment of cell viability and no sustained loss of viability was observed under these conditions. A combination of sodium chloride (NaCl) and urea was chosen to more adequately mimic the physiological composition of the renal inner medullary interstitium. Both osmolytes contribute to NFAT5 activation.

### 4.2 Mouse strains

To generate mice (strain C57BL/6N) that are deficient in NFAT5 in the principal cell (PC) of the collecting duct (CD), floxed NFAT5 mice (Nfat5^fl/fl^) were crossed with Aqp2‐Cre^+/−^ mice expressing CRE recombinase under the control of the *Aqp2* gene promoter. (Chernyakov et al., 2022; Petrillo et al., 2022). The insertion of the Cre recombinase disrupts one allele of the *Aqp2* gene. Therefore, we used only Aqp2Cre^+/−^Nfat5^fl/fl^ mice with Aqp2‐Cre^+/−^ mice as controls.

### 4.3 RNA isolation and preparation of samples for NGS

The Scr control cells and the two *Nfat5*‐KO cells were cultivated either at 300 mosmol/kg or 600 mosmol/kg (for 5 days). For gene expression analysis using NGS RNA‐sequencing (RNA‐seq), total RNA from mpkCCD cells as well as from renal cortex and renal inner medulla of mouse kidneys was isolated using the Gen Elute Mammalian Total RNA prep kit (RTN350‐1KT, Sigma Aldrich). The quality control, sequencing, and bioinformatics were performed as described (Groß et al., 2020). We used two biological replicates for each condition and each genotype. The data presented here and the raw data are available via Gene Expression Omnibus (Acc. No. GSE326713).

### 4.4 RNA quantification and qualification

RNA degradation and contamination were monitored on 1% agarose gels. RNA purity was checked using the NanoPhotometer® spectrophotometer (IMPLEN, CA, USA). RNA integrity and quantitation were assessed using the RNA Nano 6000 Assay Kit of the Bioanalyzer 2100 system (Agilent Technologies, CA, USA).

### 4.5 Library preparation for transcriptome sequencing

Library preparation and sequencing was performed as described before (Groß et al., 2020). A total amount of 1 μg RNA per sample was used as input material for the RNA sample preparations. Sequencing libraries were generated using NEBNext® UltraTM RNA Library Prep Kit for Illumina® (New England Biolabs, Ipswich, MA, USA) following the manufacturer's recommendations and index codes were added to attribute sequences to each sample. Briefly, mRNA was purified from total RNA using poly‐T oligo‐attached magnetic beads. Fragmentation was carried out using divalent cations under elevated temperature in NEBNext First Strand Synthesis Reaction Buffer (5X). First strand cDNA was synthesized using random hexamer primer and M‐MuLV Reverse Transcriptase (RNase H‐). Second strand cDNA synthesis was subsequently performed using DNA Polymerase I and RNase H. Remaining overhangs were converted into blunt ends via exonuclease/polymerase activities. After adenylation of 3′ ends of DNA fragments, NEBNext Adaptor with hairpin loop structure was ligated to prepare for hybridization. In order to select cDNA fragments of preferentially 150 ~ 200 bp in length, the library fragments were purified with AMPure XP system (Beckman Coulter, Beverly, USA). Then 3 μL USER Enzyme (New England Biolabs, USA) was used with size‐selected, adaptor ligated cDNA at 37°C for 15 min followed by 5 min at 95°C before PCR. Then PCR was performed with Phusion High‐Fidelity DNA polymerase, Universal PCR primers and Index (X) Primer. At last, PCR products were purified (AMPure XP system) and library quality was assessed on the Agilent Bioanalyzer 2100 system.

### 4.6 Clustering and sequencing

The clustering of the index‐coded samples was performed on a cBot Cluster Generation System using PE Cluster Kit cBot‐HS (Illumina, San Diego, CA, USA) according to the manufacturer's instructions. After cluster generation, the library preparations were sequenced on an Illumina platform, and paired‐end reads were generated.

### 4.7 Data analysis and quality control

Raw data (raw reads) of FASTQ format were firstly processed through in‐house scripts. In this step, clean data (clean reads) were obtained by removing reads containing adapter and poly‐N sequences and reads with low quality from raw data. At the same time, Q20, Q30, and GC content of the clean data were calculated. All the downstream analyses were based on the clean data with high quality (Cock et al., 2010; Erlich et al., 2008; Jiang et al., 2011).

### 4.8 Mapping to reference genome

Reference genome and gene model annotation files were downloaded from genome website browser (NCBI/UCSC/Ensembl) directly. Paired‐end clean reads were mapped to the reference genome GRCm38/mm10 using HISAT2 software. HISAT2 uses a large set of small GFM indexes that collectively cover the whole genome. These small indexes (called local indexes), combined with several alignment strategies, enable rapid and accurate alignment of sequencing reads (Altschul et al., 1997; Dobin et al., 2013; Finn et al., 2008).

### 4.9 Quantification

HTSeq was used to count the read numbers mapped of each gene, including known and novel genes. And then RPKM of each gene was calculated based on the length of the gene and reads count mapped to this gene. RPKM, Reads Per Kilobase of exon model per Million mapped reads, considers the effect of sequencing depth and gene length for the reads count at the same time, and is currently the most commonly used method for estimating gene expression levels (Dillies et al., 2013; Trapnell et al., 2010).

### 4.10 Differential expression analysis

Differential expression analysis between two conditions/groups was performed using DESeq2 R package. DESeq2 provides statistical routines for determining differential expression in digital gene expression data using a model based on the negative binomial distribution. The resulting *p* values were adjusted using the Benjamini and Hochberg's approach for controlling the False Discovery Rate (FDR). Genes with an adjusted *p* < 0.05 found by DESeq2 were assigned as differentially expressed (Anders & Huber, 2010). We filtered our results with a Log_2_ fold change (Log_2_FC) ≠ 0 and a *p* < 0.05, independent from a minimum count. Heatmap visualization of statistically differentially expressed genes and z‐score calculations were conducted using Qlucore Omics Explorer 3.9 (Qlucore, New York, NY, USA).

### 4.11 cDNA synthesis and RT‐qPCR

For cDNA synthesis, 1 μg of isolated RNA was used. The expression of the target gene was determined by RT‐qPCR using specific primers, separated by at least one intron on the corresponding DNA as described before (Schulze Blasum et al., 2016). Data acquisition was done with StepOne Software v2.3 and quantified by the 2^−∆∆CT^ method as described (Livak & Schmittgen, 2001). The sequences of the used primers are listed in File S10.

## AUTHOR CONTRIBUTIONS

**Kristina Engel:** Conceptualization; data curation; formal analysis; methodology. **Dmitry Chernyakov:** Data curation; formal analysis; investigation; methodology. **Moritz Pernecker:** Formal analysis; investigation. **Shobika Karuppusamy:** Investigation. **Timm Schreiber:** Formal analysis. **Bayram Edemir:** Conceptualization; data curation; formal analysis; funding acquisition; investigation; methodology; project administration; supervision.

## FUNDING INFORMATION

B.E. was supported by the funds of the German Research Foundation (ED 181/9‐3).

## CONFLICT OF INTEREST STATEMENT

The authors declare no conflict of interest.

## ETHICS STATEMENT

None.

## Supporting information

**File S1.** Nfat5‐KO_300 versus Scr_300 differentially expressed genes (DEG).

**File S2.** Nfat5‐KO_600 versus Scr_600 differentially expressed genes (DEG).

**File S3.** Gene groups corresponding to the Venn diagramm shown in Figure 1C,D.

**File S4.** Scr_600 versus Scr_300 differentially expressed genes (DEG).

**File S5.** Nfat5‐KO_600 versus Nfat5‐KO_300 differentially expressed genes (DEG).

**File S6.** Gene groups corresponding to the Venn diagramm shown in Figure 3C,D.

**File S7.** Gene groups corresponding to the Venn diagramm shown in Figure 6A,C.

**File S8.** IM versus CTX differentially expressed genes (DEG).

**File S9.** Gene groups corresponding to the Venn diagramm shown in Figure 7B.

**File S10.** RT‐qPCR primer sequences.

**Figure S1.** Clustering of RNA‐seq samples based on genotype and tonicity. (A) Principal component analysis (PCA) of RNA‐seq data from mpkCCD cells under isotonic (300 mosmol/kg) and hypertonic (600 mosmol/kg) conditions in scramble control (Scr) and Nfat5 knockout (*Nfat5*‐KO) cells. The three principal components explain 23%, 21% and 13% of the total variance, respectively. Each point represents a single biological replicate. (B) Correlation heatmap based on Pearson correlation coefficients. Samples are primarily clustered by osmotic conditions and genotype, confirming the consistency between biological replicates and the strong transcriptomic differences associated with NFAT5 function and tonicity.

## Data Availability

The raw data of mpkCCD cells presented have been submitted to the public repository GEO number (Gene Expression Omnibus) GSE326713. The raw data of *Nfat5‐*KO and control mice have been submitted under GEO number GSE195881.

# Supplementary material for: Dissecting hypertonicity‐ and NFAT5‐dependent gene expression programs in mpkCCD cells
**Source:** Physiol Rep. 2026 Jun 19;14(12):e70976. doi: 10.14814/phy2.70976
**Supplement:** Supplementary file 11 — Figure S1. Clustering of RNA‐seq samples based on genotype and tonicity. (A) Principal component analysis (PCA) of RNA‐seq data from mpkCCD cells under isotonic (300 mosmol/kg) and hypertonic (600 mosmol/kg) conditions in scramble control (Scr) and Nfat5 knockout (Nfat5‐KO) cells. The three principal components explain 23%, 21% and 13% of the total variance, respectively. Each point represents a single biological replicate. (B) Correlation heatmap based on Pearson correlation coefficients. Samples are primarily clustered by osmotic conditions and genotype, confirming the consistency between biological replicates and the strong transcriptomic differences associated with NFAT5 function and tonicity.

Loss of nuclear factor of activated T cells 5 (NFAT5) activity on gene expression in mpkCCD cells

Kristina Engel^1^, Dmitry Chernyakov^1^, Moritz Pernecker^2^ Shobika Karuppusamy^2^, Timm Schreiber^2^ and Bayram Edemir^1,2^

“The authors have declared that no conflict of interest exists.”

**Supplemental Figures**

**Supplementary Figure 1: Clustering of RNA-seq samples based on genotype and tonicity.** (A) Principal component analysis (PCA) of RNA-seq data from mpkCCD cells under isotonic (300 mosmol/kg) and hypertonic (600 mosmol/kg) conditions in scramble control (Scr) and Nfat5 knockout (*Nfat5*-KO) cells. The three principal components explain 23 %, 21 % and 13 % of the total variance, respectively. Each point represents a single biological replicate. (B) Correlation heatmap based on Pearson correlation coefficients. Samples are primarily clustered by osmotic conditions and genotype, confirming the consistency between biological replicates and the strong transcriptomic differences associated with NFAT5 function and tonicity.

How the deposited data were processed for this re-analysis (not part of the article)

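Gene expression was measured by RNA-seq in 12 cultures of mpkCCD cells. Nfat5-KO_300 and Nfat5-KO_600 had 4 libraries each, from knockout clones N1 and N3, and Scr_300 and Scr_600 had 2 each. The mouse kidney samples of Fig. 7 and the RT-qPCR of Fig. 5 were not analysed here. The authors removed reads with adapters, poly-N or low quality, mapped the paired-end reads to GRCm38 with HISAT2, counted reads per gene with HTSeq and calculated RPKM, and the deposited FPKM values give 1 value per gene for each of the 4 groups. How the libraries of a group were combined is not named in the paper's text. It was checked against the normalized counts per library in Files S1, S2, S4 and S5, where the arithmetic mean of the libraries matched the deposited log2 ratios with an SD of 0.0035, 0.0033, 0.0015 and 0.0018 over 1582, 1678, 1658 and 1745 genes, and the median and geometric mean matched no better. The paper's normalized counts are whole reads divided by 1 factor per library in 100% of the low values examined. The factor of the deepest library was 1.21 times that of the shallowest in File S1, 1.10 in File S2, 1.14 in File S4 and 1.24 in File S5. The total reads per library are unknown, and no interval or detection limit was calculated from them.

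The deposited values have 54839 rows, of which 2436 hold no value. After 311 exact duplicates were removed and 37 symbols with several different rows were left out, 52015 genes were used, of which 29615 were above 0 in a group and 13414 had at least 0.5 FPKM in a group. Gene positions, lengths and types come from GENCODE M21 for GRCm38. Of the 13414 genes, 13258 matched 1 gene of that annotation by symbol. The annotation release that the authors used is not named in the paper's text.

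The tests planned before the data were examined assumed values per library (limma, camera and fry, with comparisons of clones, an interaction of genotype and tonicity and principal components of libraries). They could not be run on 1 value per group. In their place, log2 ratios of FPKM + 0.1 were taken for the 4 comparisons over genes with at least 0.5 FPKM in at least 1 of the 2 groups, and genes at least 2-fold changed were counted. No p-value was calculated. The median of a list was set beside 10000 random lists of the same size, drawn within 20 bins of mean expression. Single genes got a log2 ratio only where both groups had at least 0.1 FPKM. The steps were tested on simulated data: of 200 genes with known changes among 13414, 200 were recovered (100%) and 0 others were called, and 35 of 40 unshifted lists lay inside the central range. The known changes were larger than the 2-fold threshold, the noise was small and the changed genes had a mean of at least 1 FPKM. The full recovery follows from these settings. It shows that the steps run as written, not how well they find the smaller changes of the real groups. Tools were Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, matplotlib 3.10.9 and minimap2 2.31-r1302.

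Lists of genes were taken from Files S3, S6, S7 and S9. The lists of Files S1, S2, S4 and S5 are held only in part here (1997 of 2323, 4000, 2813 and 7268 genes), so no overlap or set was tested on them. The paper's lists use p under 0.05 without adjustment. The genes named in the text were fixed before the data were examined: the genes the paper names for mpkCCD cells, those of its RT-qPCR and some osmoprotective genes, and the 3 genes that rose and the 3 that fell with the smallest p in each comparison, among those with an adjusted p under 0.05, at least 1 FPKM in either group and no overlap between libraries. As no p could be calculated, the last rule was applied to the p-values in Files S1, S4 and S5, and some of the genes it gives are named. The copy of File S2 is ordered by fold change, so the rule was not applied to it. Gapdh lies outside the rule and was chosen after its values were seen.

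The settings for the patterns of the closing section were chosen after the data were seen. They were 20-Mb windows with at least 20 genes, a window median of at least 0.15 as raised, silent genes under 0.5 FPKM in every group within 10 kb or beyond 50 kb of protein-coding genes with a mean of at least 5 FPKM, a quadratic trend of log2 length and GC content of the transcripts (13258 genes with both values), and processed pseudogenes aligned to coding transcripts with minimap2 at 90% identity or more. The alternatives tried were pseudocounts of 1 and 0.01, no filter, a mean of at least 1 FPKM, and median-of-ratios factors of 1.02 (Nfat5-KO_300), 0.987 (Nfat5-KO_600), 1.01 (Scr_300) and 0.987 (Scr_600).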

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

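The tests of length and GC content and of pseudogenes were chosen before their results were seen, and the tests of copy number, normalization, a few strong genes, upstream genes and far genes only after the result was seen, as were the width of the windows, their threshold, the distances and the choice of Gapdh. Dixon's ratio singled out no library in 28 groups of 4 knockout libraries. The groups are the values of the named genes in the paper's Files S1, S2 and S5. They are not all distinct. Kcnj16, Akr1b3 and Slco4a1 at both osmolalities, and Nfat5 at 300 mosmol/kg, were counted once in each of 2 files for the same libraries. Each group holds 2 libraries of each clone, and where the clones differ the ratio stays low, so this does not show that the libraries are alike.

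Blocks of neighbouring genes were higher in Nfat5-KO cells at both osmolalities, which the paper does not report on. Windows of 20 Mb were taken as raised where the median log2 ratio of Nfat5-KO_300 to Scr_300 was at least 0.15. In Nfat5-KO_600 against Scr_600, which come from other libraries, the 2237 genes of these 22 windows had a median of 0.23, above the medians of all 1000 random lists matched on expression. In 11 windows the isotonic median was as far below 0, and their 630 genes had a median of -0.13 at 600 mosmol/kg. On chromosome 12 the largest step of the isotonic values lay at 65 Mb. Genes before it had a median of -0.09 at 300 mosmol/kg and -0.06 at 600 mosmol/kg, and the 320 genes after it 0.27 and 0.34. On chromosome 3 the step lay at 51.7 Mb, with medians of -0.14 and -0.08 before it and 0.22 and 0.26 after it. These chromosomes were picked for their steps. Across 137 windows the knockout effects at the 2 osmolalities had a Pearson's r of 0.827 (Spearman's rho 0.656). The values argue against gene length or GC content as the whole cause, since the median stayed at 0.21 once the trend with both was removed. They argue against the authors' normalization, which shifts all windows alike, since the raised windows lay 0.28 above the other 104 windows at 600 mosmol/kg. They argue against a few strong genes, since 72.3% of the genes in the windows were higher at 600 mosmol/kg, with medians of 0.29, 0.26 and 0.16 in the genes of low, middle and high expression. A candidate explanation is a difference in chromosome copy number between the knockout clones and the Scr cells, which the repeated median of 0.23 fits. That test does not separate copy number from any other lasting difference between the cell lines, since the libraries of both osmolalities come from the same clones. DNA was not analysed here. An effect of NFAT5 on whole chromosome segments stays open and was not tested. Clones N1 and N3 are not separable in the deposited values, which are means over both. The paper's counts per library separate the clones for part of the genes, selected by p. Whether the blocks occur in 1 clone or in both was not examined in those counts. The windows hold 58.3% of the genes that the paper lists as higher in Nfat5-KO cells at both osmolalities. Part of that share is circular, since these genes raise the medians of their windows, and it was 50.4% against 12.3% of other genes once the listed genes were left out of the medians.

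Genes that were nearly silent, under 0.5 FPKM in every group, rose at 600 mosmol/kg more often where they lay downstream of expressed genes, which the paper does not discuss. Expressed genes were protein-coding genes with a mean of at least 5 FPKM. Shares are of the genes whose values differ between the 2 groups compared, and genes with equal values are left out. Of 795 silent genes up to 10 kb downstream of an expressed gene and not within 50 kb upstream of any, 774 differed in Nfat5-KO cells and 668 in Scr cells. Of these, 558 of 774 (72.1%, Wilson 95% interval 68.8 to 75.1) were higher in Nfat5-KO_600 than in Nfat5-KO_300, and in Scr cells 399 of 668 (59.7%, 56 to 63.4) were higher at 600 mosmol/kg. With upstream and downstream exchanged (654 genes, of which 628 and 500 differed), 62.9% (59.1 to 66.6) were higher in Nfat5-KO cells and 51.6% (47.2 to 56) in Scr cells. Of 8059 genes over 50 kb from any expressed gene on either side, 7307 and 4917 differed, and 57.4% and 49.3% of these were higher. The intervals cover counting error only, and the genes are not independent. A difference in depth or normalization between the columns would raise far genes of the same expression as often as downstream ones. Far genes have lower values, and weighted to the expression of the downstream genes 56.5% of them were higher in Nfat5-KO cells, which argues against it as the whole cause. Transcription that runs past gene ends under hypertonicity is a candidate explanation, which the lower share of 62.9% upstream fits. Upstream genes also rose more often than far genes, so it may account for part of the pattern only. Whether the 2 genotypes differ was not tested.

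Gapdh fell further at 600 mosmol/kg than nearly all other genes, and the paper does not discuss it. It had 25.5 FPKM in Nfat5-KO_300 and 2.46 FPKM in Nfat5-KO_600, a log2 ratio of -3.32, and 21.2 and 3.36 FPKM in Scr_300 and Scr_600, a log2 ratio of -2.62. Among 13414 genes it ranked 5 from the lowest in Nfat5-KO cells and 32 in Scr cells. The median of 18 glycolysis genes, Gapdh included, was -0.64 in Nfat5-KO cells and -0.37 in Scr cells. In the paper's File S5 the normalized counts of Gapdh were 294 and 283 in clone N1 and 241 and 530 in clone N3 at 600 mosmol/kg, and 5880 and 4547 in clone N1 and 1792 and 1662 in clone N3 at 300 mosmol/kg, with a log2 fold change of -3.36. The authors' normalization shifts all genes alike, and it is argued against as the whole cause by the distance of Gapdh from other genes, since its log2 ratio in Nfat5-KO cells lay at -1.73 from the 1st percentile of all genes, which was -1.59. Gapdh was the best match of 20 annotated processed pseudogenes, and reads shared with them cannot be told apart from a change of the gene. The other 2 genes with 10 or more such pseudogenes and an expression of at least 10 FPKM, ribosomal proteins left out, had a median of -0.67, and 2 genes are too few to decide. The rule that fewer than 10 genes decide nothing was added after this result was seen, and without it the test would have counted against pseudogenes. In all, 15 combinations of an expression minimum and a pseudogene minimum were looked at after the result, this one included. They held 2 to 20 genes, with medians from -0.67 to -0.34, and no gene among them fell further than -1.19. A change of the gene under hypertonicity stays open. Primers for Gapdh are listed in File S10, and the paper's text does not name the reference gene of the RT-qPCR.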

How the results depend on the processing

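No paired analysis was possible because the deposited values hold 1 value per group and none per library. The paper's tables hold values per library for part of the genes, selected by the paper's p, and no paired fit or fit of single clones was run on them. For want of values per library for all genes, these alternatives, set before the data were examined, were not run: 1 fit of all 12 libraries, eBayes without trend, either knockout clone alone, the clone as a block, 2 against 2 libraries of Nfat5-KO cells, Benjamini-Hochberg adjusted p-values, a separate Scr_600 library for each effect of Fig. 6e, fry, the fits without single libraries and the alternatives for raw counts.

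The 5 alternatives that the values allow were another pseudocount (1 or 0.01), no filter on low values, a mean of at least 1 FPKM, and median-of-ratios factors. They were set before the data were examined. They were run on 54 results for groups of genes (the counts of genes at least 2-fold changed, 22 medians of the paper's lists, 20 medians of the lists set before the data were examined and 4 correlations) and on 103 log2 ratios of single genes. Among these, no median, correlation or log2 ratio changed its sign under an alternative that was run on it. They were not run on the windows, the gene types, the silent genes, the correlations within Fig. 6a and Fig. 6c, the median of the 465 genes at 300 mosmol/kg or the medians and shares not named here. The limits for a change were chosen here. The medians of a list were taken as moved where they changed by more than the SD of the medians of random lists, a correlation where it left its 95% interval over genes, and a count where it changed by more than 1.5 times. By that measure 95 of 268 values moved and 173 did not. The 20 medians of the lists set before the data were examined did not move under any of the 5, and the correlation of Fig. 6e over the 656 genes did not move under the other pseudocounts or rescaling, the 3 that were run on it. Of the 509 values for single genes, 58 moved by more than 0.1, all under another pseudocount. The smaller counts with a pseudocount of 1 and the larger ones without a filter follow from their construction, since low genes shrink in the former and are added in the latter. In the paragraphs that follow, a list is named by the number of genes the paper gives it, its effect of the knockout at 300 or 600 mosmol/kg by the osmolality in brackets, and its effect of hypertonicity by the genotype in brackets. For the other changes the cause was not tested.

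With a pseudocount of 1, the genes at least 2-fold changed were 48 higher and 87 lower in Nfat5-KO_300 versus Scr_300, 135 higher and 203 lower in Nfat5-KO_600 versus Scr_600, 251 higher and 124 lower in Scr_600 versus Scr_300 and 259 higher and 230 lower in Nfat5-KO_600 versus Nfat5-KO_300. The medians of the effect of the knockout were -0.45 (300) and -0.59 (600) for the 390 genes, 0.43 (300) and 0.50 (600) for the 521 genes, -0.094 (300) for the 1480 genes, 0.096 (300) for the 1609 genes, -0.65 (600) for the 465 genes, 0.60 (600) for the 213 genes and -0.18 (600) for the 712 genes. The medians of the effect of hypertonicity were 0.51 (Scr) and 0.55 (KO) for the 941 genes, 0.50 (Scr) and 0.11 (KO) for the 586 genes, -0.54 (Scr) and -0.64 (KO) for the 864 genes, -0.51 (Scr) and -0.16 (KO) for the 422 genes, 0.66 (Scr) and 0.20 (KO) for the 465 genes, -0.57 (Scr) for the 213 genes and 0.38 (KO) for the 712 genes. Here the correlation of the knockout effects at 300 and 600 was 0.455, of the hypertonicity effects in Scr and Nfat5-KO cells was 0.628 and of Fig. 6e over all genes was -0.270.

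With a pseudocount of 0.01, the medians of the effect of hypertonicity were 0.68 (Scr) and 0.79 (KO) for the 941 genes, -0.81 (Scr) for the 213 genes and 0.51 (KO) for the 712 genes. Here the correlation of the knockout effects at 300 and 600 was 0.420, of the hypertonicity effects in Scr and Nfat5-KO cells was 0.562 and of Fig. 6e over all genes was -0.324.

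Without a filter on low values, the genes at least 2-fold changed were 581 higher and 647 lower in Nfat5-KO_300 versus Scr_300, 1086 higher and 798 lower in Nfat5-KO_600 versus Scr_600, 1098 higher and 737 lower in Scr_600 versus Scr_300 and 1422 higher in Nfat5-KO_600 versus Nfat5-KO_300. The medians of the effect of the knockout were -0.58 (300) for the 390 genes, 0.66 (600) for the 521 genes, 0.15 (300) for the 1609 genes, -0.83 (600) for the 465 genes and -0.25 (600) for the 712 genes. The medians of the effect of hypertonicity were 0.69 (Scr) for the 941 genes, 0.64 (Scr) for the 586 genes, -0.71 (Scr) for the 422 genes and 0.90 (Scr) for the 465 genes. Here the correlation of the knockout effects at 300 and 600 was 0.334, of the hypertonicity effects in Scr and Nfat5-KO cells was 0.458 and of Fig. 6e over all genes was -0.325.

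With a mean of at least 1 FPKM as the filter, the genes at least 2-fold changed were 106 higher and 153 lower in Nfat5-KO_300 versus Scr_300, 259 higher and 289 lower in Nfat5-KO_600 versus Scr_600, 352 higher and 201 lower in Scr_600 versus Scr_300 and 467 higher in Nfat5-KO_600 versus Nfat5-KO_300. The medians of the effect of the knockout were -0.50 (300) and -0.67 (600) for the 390 genes, 0.51 (300) and 0.59 (600) for the 521 genes, -0.74 (600) for the 465 genes and 0.72 (600) for the 213 genes. The medians of the effect of hypertonicity were 0.62 (Scr) and 0.70 (KO) for the 941 genes, 0.56 (Scr) and 0.13 (KO) for the 586 genes, -0.64 (Scr) for the 422 genes, 0.76 (Scr) and 0.26 (KO) for the 465 genes, -0.73 (Scr) for the 213 genes and 0.45 (KO) for the 712 genes. Here the correlation of the knockout effects at 300 and 600 was 0.488, of the hypertonicity effects in Scr and Nfat5-KO cells was 0.652 and of Fig. 6e over all genes was -0.256.

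After rescaling by median-of-ratios factors, the medians of the effect of hypertonicity were 0.70 (Scr) and 0.79 (KO) for the 941 genes, 0.64 (Scr) and 0.20 (KO) for the 586 genes, -0.57 (Scr) and -0.68 (KO) for the 864 genes, -0.64 (Scr) and -0.16 (KO) for the 422 genes, 0.86 (Scr) and 0.33 (KO) for the 465 genes, -0.74 (Scr) for the 213 genes and 0.52 (KO) for the 712 genes.

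The filter on low values leaves out the low genes: 28.4% of the matched genes of the 1609-gene list of Fig. 1d were under 0.5 FPKM in every group and were left out of its medians, and Aqp2, Adgrf1, Slc6a18 and Gsdmc2 were under 0.5 FPKM in all 4 groups. What the depth of the libraries limits was not tested, since the total reads per library are unknown.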

Differences from the paper's values

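Of 39 log2 fold changes of 24 genes that the paper's Files S1, S2, S4 and S5 give and the deposited values allow, all 39 had the same sign in both, and 38 lay within the spread of the paper's libraries. The exception was Hspa1a in Scr_600 against Scr_300, with a log2 ratio of 3.10 here and a log2 fold change of 3.41 in the paper's File S4, where the SD of the log2 counts of its libraries was at most 0.18. Of the alternatives set before the data were examined, a pseudocount of 0.01 gave 3.34, within that spread. A pseudocount of 1 gave 1.94, rescaling by median-of-ratios factors gave 3.14, and the other filters left 3.10, all outside it. The deposited values are means of the same libraries, so the equal signs are not independent evidence. The spread is the larger SD of the log2 counts in the 2 groups, so genes with a wide spread pass easily. Kcnj16 in Scr_600 against Scr_300 differed most, with 4.44 here and 5.18 in the paper, and passed with an SD of 1.61.

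The correlation of Fig. 6e was -0.895 here and -0.8915 in the paper.

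Some directions differed from those the paper shows. Fig. 5 shows Cldn8 lower in Nfat5-KO than in Scr cells by RT-qPCR, while the deposited values were higher in Nfat5-KO cells, by a log2 ratio of 3.28 at 300 mosmol/kg and 3.62 at 600 mosmol/kg. Fig. 5 shows Adgrf1 higher in Nfat5-KO_600 than in Scr_600, while the deposited values were 0.0698 FPKM in Nfat5-KO_600 and 0.321 FPKM in Scr_600. Fig. 5 marks no difference between these 2 groups. For Aqp2 the bar of Nfat5-KO_600 in Fig. 5 is slightly above that of Scr_600, with 1 high value among 3, while the deposited values were 0.219 FPKM in Nfat5-KO_600 and 0.245 FPKM in Scr_600, a log2 ratio of -0.11.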

Other observations

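The test of length and GC content below was chosen before its result was seen, and the test of normalization only after the result was seen.

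Ribosome biogenesis genes moved in opposite directions in Nfat5-KO cells at the 2 osmolalities. Of 40 genes, 35 were higher in Nfat5-KO_300 than in Scr_300, with a median log2 ratio of 0.24, and 38 were lower in Nfat5-KO_600 than in Scr_600, with a median of -0.27. None of 10000 random lists matched on expression lay above the first median, and 3 lay below the second. In the same cells at 300 mosmol/kg, 23 of 85 genes of cytosolic ribosomal proteins were higher, with a median of -0.11. The lists were set before the data were examined, but the contrast between the osmolalities was noticed in the values and was not tested, since that needs values per library. The authors' normalization shifts all genes alike, and set beside random lists matched on expression the medians lay at 0.23 and -0.19 from theirs. Removing the trend with length and GC content left the medians at 0.25 and -0.29. This argues against both as the whole cause. A dependence of these genes on NFAT5 that changes with the osmolality may be a biological explanation and is no more than a hypothesis.

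The paper's normalized counts differed between the knockout clones for several named genes, and no explanation was tested. In File S2 the mean count of Kcnj16 was 5.07 times as high in clone N3 as in clone N1, that of Slc5a3 1.66 times and that of Akr1b3 0.873 times. Adgrf1 had normalized counts of 0 to 2.86 in clone N1 and 13.6 to 21.1 in clone N3, and Lifr 0 to 0.952 and 7.02 to 11.5. Each clone has 2 libraries per osmolality. Their values did not overlap for 19 of 21 values of named genes, 6 of 8 in File S1 and 13 of 13 in File S2, while 2 and 2 values in random order separate fully in 1 of 3 cases. After this was seen, all genes held from the tables with a mean count of at least 10 were examined. The clones separated fully for 1400 of 1838 genes (76.2%) in File S1, and the other pairings of the same 4 libraries for 12.7% and 11.1%. In File S2 the clones separated for 1342 of 1837 genes (73.1%), and the other pairings for 12.1% and 14.8%. A gene with 4 distinct values separates fully in exactly 1 pairing, so the shares of the other pairings together follow from that of the clones. The genes are not independent, and those held were selected by the paper's p. Those of File S2 with an adjusted p under 0.05 were nearly all lower in Nfat5-KO_600 (922 of 925). A difference in the handling of the cultures of each clone was not tested.

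Antisense and long noncoding genes rose at 600 mosmol/kg more than protein-coding genes. The median log2 ratio of 266 antisense genes was 0.24 in Scr cells and 0.39 in Nfat5-KO cells, that of 284 lincRNA genes 0.17 and 0.31, and that of 10917 protein-coding genes -0.04 in both. The gene types were not matched on expression, so how far the contrast follows the level of expression is unknown. The library preparation that the paper describes names no step that keeps the strand. Its text does not say whether the counting used the strand. The reads of an antisense gene and of the gene it overlaps are therefore not taken as separable here. The rise is one of the reads counted for these genes, and does not show that antisense transcripts rose.

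The paper discusses Meox2, Akr1b3 and Cryab in connection with the kidneys of knockout mice, which were not analysed here. In the mpkCCD cells Akr1b3 had 39.2 FPKM in Nfat5-KO_600 and 175.2 FPKM in Scr_600, a log2 ratio of -2.16. Cryab, on chromosome 9 from 50751325 to 50756636, had 156.9 FPKM in Nfat5-KO_600 and 255.8 FPKM in Scr_600, a log2 ratio of -0.70, and 148.6 FPKM in Nfat5-KO_300 and 143.6 FPKM in Scr_300. Meox2, on chromosome 12 from 37108540 to 37179534, had 0.00611 FPKM in Nfat5-KO_600, 0.0808 FPKM in Scr_600 and 0.0103 FPKM in Nfat5-KO_300, and was listed at 0 in Scr_300.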
